A study of Mus musculus with 4 samples.

How the data were processed

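Single-nucleus RNA sequencing was carried out on superior colliculus of C57BL/6J mice at 4 stages, embryonic day 19 (E19) and postnatal days 4 (P4), 8 (P8) and 21 (P21). Each stage was represented by 1 library, and per the labels each library pooled tissue of several animals, whose number and sexes were not given in the sources used here. One label gave a different abbreviation for the embryonic day than the sample title; the title and the stage label, E19, were used.

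Per the labels, nuclei were purified through a sucrose cushion, captured with the 10x Genomics 3′ v3 chemistry with a target of 2000 nuclei per sample, and processed with CellRanger v3.0.2 against a pre-mRNA reference built from mm10, so that intronic reads entered the gene totals. The deposited matrix held counts of unique molecular identifiers (UMIs) per gene and nucleus, not normalised, for 31053 genes and 9724 nuclei of all libraries together. The deposited table of nuclei gave the stage of each nucleus, a class, a subtype, a cluster number, 2 sets of reference labels, the UMI and gene counts per nucleus, and the percent of UMIs from mitochondrial and from ribosomal protein genes. The deposited percent of mitochondrial UMIs did not exceed 5 in any nucleus. How the authors filtered nuclei, removed doublets, integrated the libraries and named the classes was not given in the sources used here. The per-nucleus UMI and gene totals of the deposited table were recomputed from the matrix and were identical in all 9724 nuclei. A further 4 columns of per-nucleus values in that table were not used.

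Stages were assigned from the deposited stage column and classes and subtypes from the deposited annotation. No further filter was applied to nuclei. Gene positions were taken from GENCODE M21 on GRCm38 (mm10), in which 31011 of the 31053 gene identifiers (99.9%) were found; the annotation release used by the authors was not given in the sources used here. Coordinates are 1-based. Of the 51 genes named by rank, 30 overlapped no other annotated gene, 20 overlapped a gene on the opposite strand and 4 a gene on the same strand (Nos1ap, L1cam, Nptxr and Dlg2). Whether counting used the read strand was not given in the sources used here, so UMIs of overlapping genes could be shared.

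UMIs were summed over the nuclei of each library and class and scaled to counts per 1000000 UMIs of that sum (CPM). Changes between stages were log2 ratios with 5 CPM added to both values, which understates the change of low genes. Intervals on CPM were exact Poisson intervals, and intervals on shares of nuclei were exact Clopper-Pearson intervals, both at the 95% level and both covering counting error only. Intervals on log2 ratios with 5 CPM added paired the opposite 95% Poisson limits of both values, so their own level is not exactly 95%. For folds against 0, zero counts were given an upper limit of 3 counts, per library and class. Because each stage had 1 library, no test between stages was made, no p-value was computed and no number of changed genes was counted. Every difference between stages is therefore a difference between 2 libraries with no replicate check.

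The size of an age step was summarised as the 90th percentile of the absolute log2 ratio over genes with at least 100 CPM in the higher stage. Its counting error was taken as the 95% normal range over 200 Poisson resamples of both profiles, placed around the observed value. A first version used the percentiles of the resamples themselves; it was replaced because 4 of 9 estimates fell outside their own range, resampling having added counting noise a second time. That inflation reached 0.011 in neurons and 0.081 in non-neuronal classes. The value that counting error alone would give was obtained from 50 pairs of draws from a pooled profile.

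The genes named in the text were chosen by a rule fixed before the data were examined, as were the gene lists, the marker genes and the comparisons. In each neuron class and for each step, the rule took the 3 largest rises and 3 largest falls in log2 ratio with at least 100 CPM in the higher stage; in each non-neuronal class with at least 50 nuclei in 2 or more stages it took the 2 largest of each between the first and last such stage. Mitochondrial, ribosomal protein, haemoglobin and sex-linked genes stayed out of the ranking. Named in addition were Pax7, the maturation pairs, and the 3 largest rises and falls from P4 to P21 within each fixed list and neuron class, at 20 CPM or more. The subtype EN7 with its leading genes, the other subtypes described one by one, the genes Pisd and Prlr, the single genes of the thalamus list, and Penk, Reln and Meis2 among the fixed markers were singled out after their values were seen. Ttr was named by the rule in the oligodendrocyte lineage, and its levels in the other classes were looked at after its values were seen. A further gene picked by this rule, with the tests made on it, and 1 of the 4 fixed maturation pairs are not reported here.

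For the axon guidance list (77 genes) and the synapse organiser list (85 genes), the median log2 ratio was placed among 10000 random lists of the same size, drawn from genes in the same of 30 expression bins. The percentile describes these libraries and is not a test of the stages. Shares of nuclei with a UMI were also computed after thinning each nucleus to 2300 UMIs, below the depth of the shallowest nucleus, so that 0 nuclei were left out.

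Scrublet, run per library with an expected rate of 0.06, marked 12 nuclei in all (3 at E19, 4 at P4, 2 at P8 and 3 at P21), far below that rate. Whether the caller failed or doublets had been removed before was not tested. Nuclei were therefore kept in the main values, and removal of the marked nuclei and of the 6% with the highest score in each library served as alternatives. The deepest nucleus, an excitatory neuron of the P21 library with 244143 UMIs, was among the highest scores and held 1.67% of the UMIs of its class and stage.

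Clusters were also rebuilt from the counts with 2000 variable genes, 30 components, 15 neighbours and Leiden clustering at a resolution of 1, which gave 49 clusters, named by the fixed markers. The first naming rule called 4 clusters of excitatory neurons (505 nuclei) ependymal and put the P4 astrocyte share at 19.2%. The rule was revised after this was seen, so that a non-neuronal name needed a mean log2 ratio of 1 and 3 markers at that level. Under the revised rule 97.5% of nuclei had the class of the deposited annotation, and 2 clusters carried another name. Ependymal clusters were counted as astrocytes, among them a cluster of 71 nuclei that the deposited annotation called astrocytes.

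The alternatives tried were median-of-ratios scaling, each nucleus weighted alike, pseudocounts of 1 and 20 CPM, thinning, doublet removal, a minimum of 1000 genes per nucleus, the neuron class called from UMIs of Gad1, Gad2 and Slc32a1 against Slc17a6, Slc17a7 and Slc17a8, rebuilt clusters, subtraction of a 5% ambient profile, a 20 CPM minimum within lists, equal weight of both neuron classes, and neurons only for the sex-linked genes. Chosen after seeing the data were a minimum of 2000 genes, removal of the highest doublet scores, removal of EN7, equal weight of subtypes with at least 20 nuclei in every library (11 excitatory subtypes, without EN7 and EN11, and all 12 inhibitory subtypes), and random lists matched on gene length as well.

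The step computations were tested on simulated counts drawn from the real profiles. For excitatory neurons from E19 to P4, with 200 of 1948 genes changed by known folds, 100% of the changed genes were recovered in the right direction, with a median absolute error of 0.026 in log2, and 94.9% of intervals held the true ratio. For inhibitory neurons from P8 to P21, with 200 of 1930 genes changed, the figures were 100%, 0.029 and 94.7%. The intervals in this test were those of the ratio without the added 5 CPM. Intervals on log2 ratios with 5 CPM added were not tested. Of 40 unchanged random lists per comparison, 0 fell outside the 2.5th to 97.5th percentiles.

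Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, scikit-learn 1.9.0 and matplotlib 3.10.9.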

Results

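The superior colliculus is a midbrain structure that receives visual and other sensory input. Its nuclear RNA was sequenced at 4 stages around and after birth, E19, P4, P8 and P21, to describe the diversity of its neurons and the expression of genes that could take part in circuit assembly. Each stage was represented by 1 library of nuclei from pooled animals. The E19 library held 2585 nuclei and 19277512 UMIs, the P4 library 2386 nuclei and 23579145 UMIs, the P8 library 2504 nuclei and 27436259 UMIs, and the P21 library 2249 nuclei and 31325079 UMIs. Median depth rose with age, from 6828 UMIs and 2975 genes per nucleus at E19 to 11745 UMIs and 3898 genes at P21. The annotation of the authors placed all nuclei in 9 classes and 35 subtypes, and 7552 nuclei (77.7%) were neurons. There were no replicate libraries, so the intervals below cover counting error only. Their level is 95%, except for log2 ratios with 5 CPM added, whose intervals were built from 95% limits of both values. A difference that exceeds them is a difference between libraries whose reproducibility was not measured.

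The first comparison asked how the make-up of the tissue differed between stages. Excitatory neurons made up 51.8% of nuclei at E19 (49.8 to 53.7) and 50.5% at P4 (48.5 to 52.6), against 34.6% at P8 (32.8 to 36.5) and 30.3% at P21 (28.4 to 32.3). Inhibitory neurons made up 34.5% at E19, 30.9% at P4, 43.5% at P8 (41.5 to 45.4) and 32.9% at P21. Oligodendrocyte-lineage nuclei rose from 1.82% at E19 (1.34 to 2.41) to 13.6% at P21 (12.2 to 15.1), and at P8 they made up 5.71%. Astrocytes rose from 7.58% (6.59 to 8.67) to 12.8% (11.4 to 14.2), with closely similar shares of 9.35% at P4 and 9.31% at P8. Vascular leptomeningeal cells rose from 1.39% at E19 to 6.18% at P21 (5.22 to 7.26). Dividing, endothelial and epithelial cells and microglia each made up less than 2% of every library. Classes from clusters rebuilt on the counts moved the vascular leptomeningeal share most among these 5 classes in relative terms, to 4.11% at P8 and 8.004% at P21, because a cluster of epithelial nuclei joined it.

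**Figure D1:**
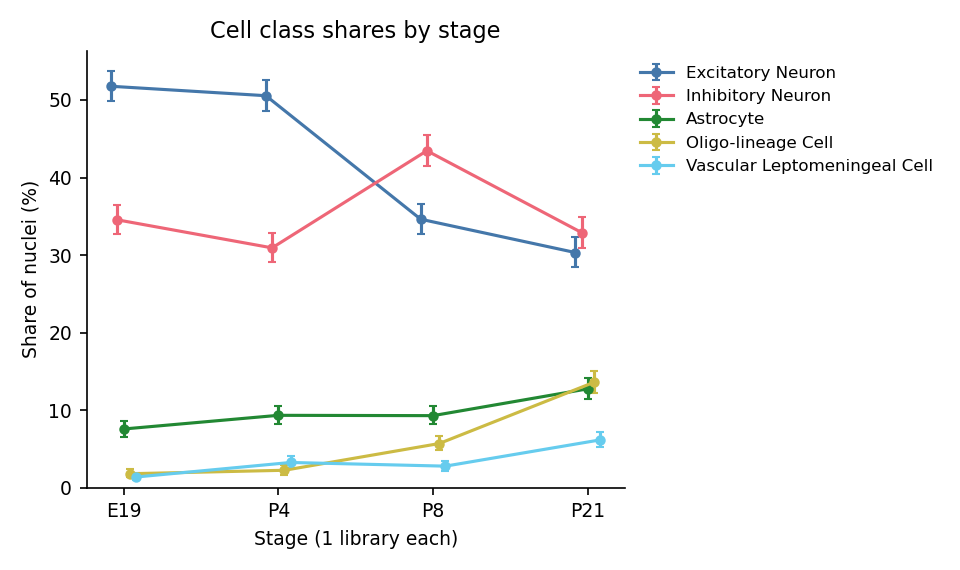
Share of nuclei (%, y axis) in 5 cell classes at each stage (x axis, 1 library per stage); bars are exact 95% binomial intervals. Excitatory neurons lie near 51% at E19 and P4 and at 34.6% and 30.3% at P8 and P21, while the oligodendrocyte lineage reaches 13.6% at P21.

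Among neurons, the inhibitory share was 40.03% at E19 (893 of 2231 nuclei, 38.0 to 42.1), 38.0% at P4 (738 of 1944, 35.8 to 40.2), 55.7% at P8 (1088 of 1955, 53.4 to 57.9) and 52.0% at P21 (740 of 1422, 49.4 to 54.7). The P8 and P21 shares lay above those of E19 and P4 beyond counting error. When each neuron was classed by its own UMIs of inhibitory and excitatory transmitter genes, all shares were higher, at 47.9%, 44.2%, 62.5% and 57.7%, in the same order of stages.

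The neurons carried 13 excitatory and 12 inhibitory subtype labels. The subtypes that held most nuclei differed between stages. EN1 and EN2 together held 59.9% of excitatory neurons at E19 (57.2 to 62.5), 43.6% at P4, 20.2% at P8 and 25.5% at P21. IN1 and IN2 together held 48.3% of inhibitory neurons at E19, 42.7% at P4, 17.8% at P8 and 21.2% at P21. EN7 held 33 nuclei at E19, 191 at P4, 1 at P8 and 1 at P21, so that 84.5% of it came from the P4 library. These shares describe how nuclei were labelled: expression differed between stages as well, and a label that 1 library dominates cannot be separated from that library. Comparisons within a neuron class below therefore compare mixtures in which EN1 and EN2, or IN1 and IN2, had different weights.

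The next comparison measured how far expression moved between consecutive stages within each neuron class, over genes with at least 100 CPM in the higher stage. The 90th percentile of the absolute log2 ratio in excitatory neurons was 0.49 from E19 to P4, 0.48 from P4 to P8 and 0.78 from P8 to P21. In inhibitory neurons it was 0.50, 0.39 and 0.79. Counting error alone would have given between 0.065 and 0.10. The step from P8 to P21 was the largest of the 3 in both classes and spanned the longest interval. Median log2 ratios over these genes stayed between −0.021 and 0.042. Of the alternatives, equal weight of subtypes moved these values most, lowering the excitatory P4 to P8 value to 0.35; the order of the P8 to P21 step did not change under any alternative.

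In excitatory neurons from E19 to P4, the largest rises were in AC149090.1 (log2 ratio 2.14), Rnf220 (1.47) and Kitl (1.45), and the largest falls in Sst (−2.35), Ndst4 (−1.85) and Tfap2d (−1.38). Rnf220 (ENSMUSG00000028677, chromosome 4, 117271463 to 117497052, minus strand) rose from 282 CPM (273 to 292) to 790.3 CPM (776 to 805) in the class as a whole. Outside EN7, however, it fell from 120.0 to 73.3 CPM, and in EN7 at P4 it stood at 3921 CPM. The log2 ratio of Kitl was 0.76 without EN7 and −0.035 with subtypes weighted alike, and that of Tfap2d was −0.71 with subtypes weighted alike. Sst fell from 158 CPM (151 to 165) to 26.9 CPM (24.3 to 29.6). From P4 to P8, Gm28928 (1.42), Mgll (1.31) and Zeb2 (1.29) rose most and Rnf220 (−4.35), Tcf7l2 (−1.74) and Nwd2 (−1.52) fell most; without EN7 the falls of Rnf220 and Tcf7l2 were −1.003 and −1.45. With subtypes weighted alike the rises were 0.63 for Gm28928, 0.14 for Mgll and 0.13 for Zeb2, of which 0 stayed among the 3 largest, and the falls were −0.33 for Rnf220, −0.83 for Tcf7l2 and −2.03 for Nwd2. From P8 to P21, Sgpp2 (2.87) and Specc1 (2.82) were among the 3 largest rises, and the falls were led by Tubb2b (−3.79), Nnat (−3.24) and Tubb5 (−2.53). Specc1 rose from 48.2 CPM (44.5 to 52.1) to 369.8 CPM (360.0 to 379.8), and Nnat fell from 209.9 CPM (202 to 218) to 17.8 CPM (15.7 to 20.1).

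In inhibitory neurons from E19 to P4, the largest rises were in AC149090.1 (2.34), Gm28928 (1.53) and Tcf7l2 (1.05), and the largest falls in Sst (−1.86), Ndufa4 (−1.24) and Ftl1 (−1.20). Tcf7l2 (ENSMUSG00000024985, chromosome 19, 55741820 to 55933654, plus strand) stood at 160.2 CPM at E19 (150.2 to 171) and 337 CPM at P4 (323 to 351), and at 26.7 CPM at P8 (23.8 to 29.9), a log2 ratio of −3.43 for the second step; with subtypes weighted alike both steps were smaller, at 0.51 and −2.33. From P4 to P8, Nos1ap (1.22), Lhfp (1.18) and Pcbp3 (1.09) rose most, and Tubb5 (−1.28) and Tubb2b (−1.19) followed Tcf7l2 among the falls. With subtypes weighted alike the rises were 0.38, 0.35 and 0.31, and 0 of them stayed among the 3 largest; Pcbp3 and Nos1ap were among the 10 leading genes of IN3, whose share of inhibitory neurons was 8.27% at P4 and 19.8% at P8. From P8 to P21, Gm13629 (3.28) and Pcgf5 (2.58) were among the 3 largest rises and Tubb2b (−4.29), Nnat (−3.59) and Tmsb10 (−2.92) fell most. Gm13629, annotated antisense to Scn9a, rose from 17.5 CPM (15.1 to 20.2) to 214 CPM (205 to 222). In each neuron class, the 3 largest rises and 3 largest falls from P8 to P21 stayed the same genes with subtypes weighted alike. At a pseudocount of 20 CPM, 2 of the 3 rises and 2 of the 3 falls stayed in each class. After thinning, 2 of the 3 excitatory rises and 2 of the 3 inhibitory falls stayed. With nuclei weighted alike, 2 of the 3 inhibitory falls stayed. Kitl, Tfap2d, Ndufa4, Ftl1 and Tmsb10, like AC149090.1, Tubb2b and Tubb5, moved the same way in all 9 classes at the steps named here. The median percent of UMIs from ribosomal protein genes per nucleus fell as well, from 0.53 at E19 to 0.35 at P4, 0.26 at P8 and 0.16 at P21. Whether changes shared by all classes belong to the cells or to the libraries was not settled. AC149090.1 (ENSMUSG00000095041) lies on an unplaced scaffold and resembles Pisd, Tubb2b and Tubb5 belong to a family of similar genes, and Ftl1 has close copies, so the UMIs assigned to these genes are less certain than those of the others.

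Non-neuronal classes with at least 50 nuclei in 2 or more stages were compared over their whole span. In astrocytes from E19 to P21 the 90th percentile of the absolute log2 ratio was 2.25, in the oligodendrocyte lineage from P4 to P21 it was 2.54, and in vascular leptomeningeal cells from P4 to P21 it was 1.14, against 0.24, 0.43 and 0.33 from counting error alone. A pseudocount of 20 CPM moved the largest of these most, to 2.20. The median log2 ratio in the oligodendrocyte lineage was −0.082 with CPM and 0.21 with median-of-ratios scaling, so changes in that class carry an uncertainty of that size. In astrocytes Etnppl had 0 UMIs at E19 and 435 at P21, at least 82.59-fold higher against a limit of 3 counts, and Myoc rose from 2.16 CPM (0.26 to 7.80) to 347 CPM (319 to 377). Tubb2b (−6.07) and Veph1 (−5.17, 2 UMIs at P21, −5.64 to −4.37) fell most. At a pseudocount of 20 CPM, 0 of these 2 rises and 1 of these 2 falls stayed among the 2 largest. In the oligodendrocyte lineage precursors held 77.8% of the nuclei at P4 and 20.9% at P21, when myelinating oligodendrocytes held 61.1%. There, Mobp had 0 UMIs at P4 and 8069 at P21 (at least 259.7-fold higher) and Prr5l 0 and 3856 (at least 124-fold higher), while Ttr (−5.98) and Tubb2b (−5.65) fell most. Of the 101 Ttr UMIs of the 54 P4 nuclei, 48 came from 1 nucleus; without it Ttr stood at 237 CPM at P4, its log2 ratio was −5.09, and Tubb2b led at −5.65. In vascular leptomeningeal cells Cyp26b1 (3.67) was among the 2 largest rises, and Tubb2b (−5.17) and Fabp7 (−4.56, 2 UMIs at P21, −5.31 to −3.40) fell. Ttr was found in all 9 classes of the P4 library, at 0.72 to 2.996 UMIs per nucleus.

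The axon guidance list held 77 ephrins, semaphorins, their receptors and related genes. Its median log2 ratio in excitatory neurons was −0.054 from E19 to P4, −0.11 from P4 to P8 and −0.33 from P8 to P21, at percentiles 3.24, 0.135 and 0 among 10000 random lists matched on expression. In inhibitory neurons the medians were −0.068, −0.14 and −0.31, at percentiles 1.87, 0 and 0. From P8 to P21, 62 of the 77 genes were lower at the later stage in excitatory neurons and 60 in inhibitory neurons. With subtypes weighted alike the inhibitory percentiles for the first steps were 16.3 and 8.18, and both P8 to P21 percentiles stayed at 0. From P4 to P21, Efnb3 fell most in both classes, from 58.2 CPM (54.4 to 62.2) to 6.71 CPM (5.45 to 8.18) in excitatory neurons. Dpysl3 (−1.85) and L1cam (−1.47) followed in excitatory neurons, and Gap43 (−1.96) and Dpysl3 (−1.82) in inhibitory neurons. The largest rises within the list were in Sema7a (0.58), Cntn2 (0.40) and Epha6 (0.33) in excitatory neurons and in Rtn4rl1 (0.72), Epha4 (0.59) and Ntn4 (0.44) in inhibitory neurons.

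The synapse organiser list held 85 adhesion, secreted and postsynaptic scaffold genes. Its medians in excitatory neurons were 0.0095, −0.034 and −0.019, at percentiles 62.0, 30.4 and 53.1, which did not stand apart from random lists. In inhibitory neurons they were 0.040, −0.082 and −0.035, at percentiles 91.1, 0.23 and 38.2, and with subtypes weighted alike the P4 to P8 percentile was 16.1. Single members moved in both directions from P4 to P21. Sparcl1 (1.77), Nptx1 (1.32) and Il1rap (1.26) rose and Nptxr (−1.80), Igsf21 (−1.66) and Mdga1 (−1.49) fell most in excitatory neurons; in inhibitory neurons Sparcl1 (1.51), Il1rap (0.82) and Dlg2 (0.68) rose and Cbln2 (−2.06), Nptxr (−1.65) and Mdga1 (−1.31) fell most. Sparcl1 in excitatory neurons rose from 32.4 CPM (29.6 to 35.5) to 123 CPM (117 to 129).

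**Figure D2:**
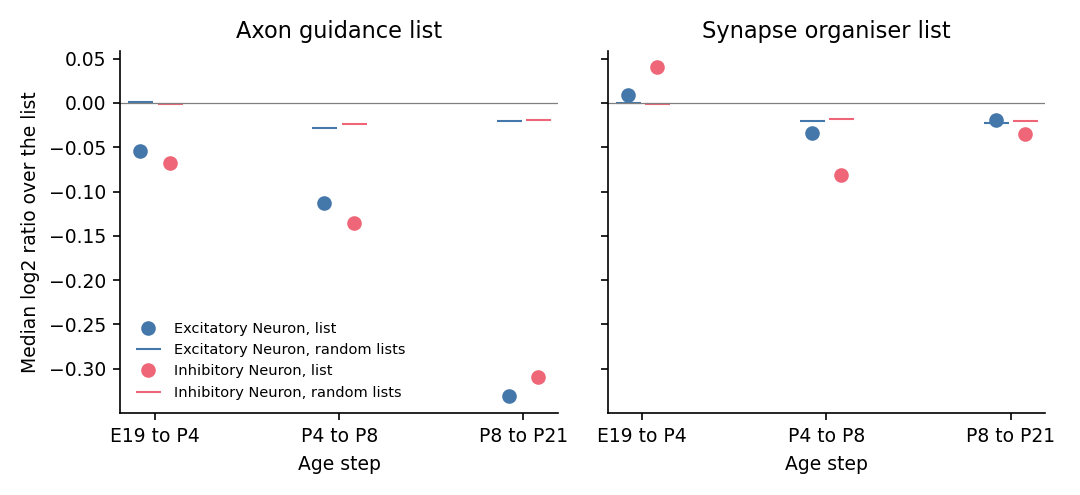
Median log2 ratio (y axis) over the axon guidance list (left) and the synapse organiser list (right) for each age step (x axis) in both neuron classes; dots are the lists, dashes the median of 10000 random lists matched on expression. The axon guidance dots fall to −0.33 and −0.31 at the last step, where random lists lie at −0.021 and −0.020.

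Pairs of genes whose balance shifts as neurons mature were followed in all neurons. The ratio of Grin2a (ENSMUSG00000059003, chromosome 16, 9567898 to 9995560) to Grin2b (ENSMUSG00000030209, chromosome 6, 135713233 to 136173511), which encode NMDA receptor subunits, rose at every stage. Its log2 value was −1.61 at E19 (−1.65 to −1.57), −0.92 at P4, −0.50 at P8 and 0.21 at P21 (0.19 to 0.24). Grin2a rose from 367 to 835 CPM while Grin2b fell from 1119 to 721 CPM. For the chloride transporters Slc12a5 and Slc12a2 the log2 ratio was 1.60 at E19 (1.49 to 1.70), 1.67 at P4, 2.08 at P8 and 1.95 at P21 (1.86 to 2.03), with overlapping intervals at E19 and P4 and at P8 and P21. For Dlg4 to Dlg3 it was 1.16, 1.04, 1.11 and 1.63, with overlapping intervals at the first 3 stages. The immature-neuron genes Dcx and Sox11 fell from 240.2 CPM (233 to 248) to 105 CPM (101 to 109) and from 223 CPM (217 to 231) to 39.3 CPM (36.9 to 41.8) between E19 and P21. Weighting each nucleus alike moved these ratios most, that of Slc12a5 to Slc12a2 to 1.68 at E19.

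**Figure D3:**
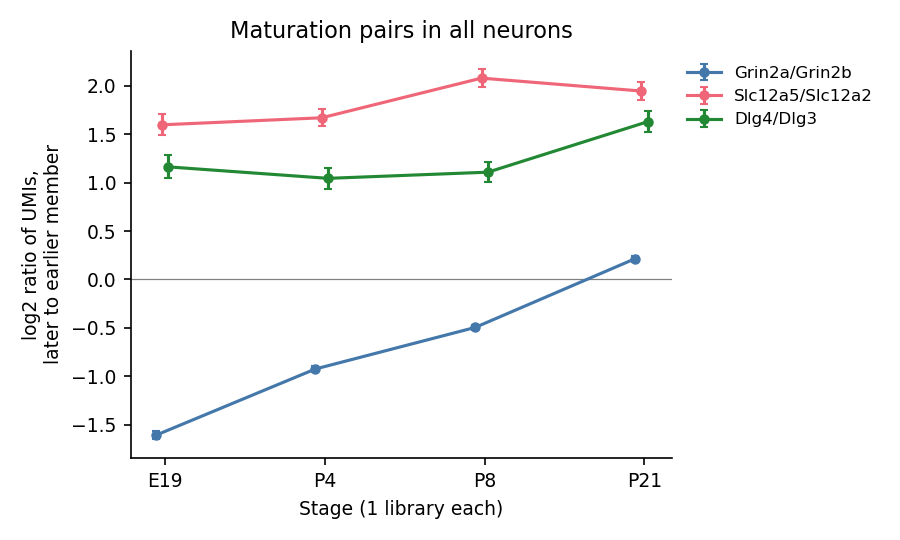
Log2 ratio of UMIs of the later to the earlier member of 3 gene pairs (y axis) in all neurons at each stage (x axis, 1 library each); bars are 95% intervals for counting error. The Grin2a to Grin2b ratio rises from −1.61 to 0.21.

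A further question was which neurons express Pax7 (ENSMUSG00000028736, chromosome 4, 139737062 to 139833528, minus strand), a transcription factor gene. In inhibitory neurons it stood at 126 CPM at E19 (117 to 135), 98.3 CPM at P4 (90.8 to 106), 111 CPM at P8 (105 to 118) and 55.7 CPM at P21 (51.5 to 60.3). In excitatory neurons it stood at 3.64, 1.95, 2.73 and 1.23 CPM. Levels in inhibitory neurons were 34.5-fold (25.3 to 48.3), 50.5-fold (34.8 to 76.0), 40.8-fold (29.3 to 58.6) and 45.2-fold (28.4 to 76.8) higher. A Pax7 UMI was found in 34.4% of inhibitory nuclei at E19 and 40.4% at P21, at median depths of 6075 and 14009.5 UMIs, against 2.91% and 1.61% of excitatory nuclei at median depths of 8051.5 and 19601 UMIs. After thinning to 2300 UMIs per nucleus the inhibitory shares were 22.3% (19.6 to 25.2), 20.2%, 18.5% and 11.1% (8.91 to 13.6). The excitatory shares were 0.897%, 0.663%, 0.692% and 0 (0 to 0.539). The higher unthinned share at P21 thus went against both the CPM and the thinned share, and no rise was read from it. Thinning moved the log2 ratio between the classes most, from 3.89 to 4.19 at P4. Among inhibitory subtypes IN4 and IN9 were among the 3 highest at E19, P4 and P8, between 312 and 500.5 CPM, and IN5 and IN10 were among the 3 lowest at every stage, at 19.6 CPM (7.90 to 40.5) and 19.7 CPM (5.36 to 50.4) at E19. In astrocytes Pax7 stood at 76.7 CPM at E19 (59.9 to 96.7), 18.8 at P4, 37.1 at P8 and 8.61 at P21 (4.71 to 14.4). Oligodendrocyte-lineage nuclei held 1, 0, 5 and 3 Pax7 UMIs at the 4 stages. These were so few that levels up to 28.4 CPM at E19 and 16.2 CPM at P4 were not excluded.

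**Figure D4:**
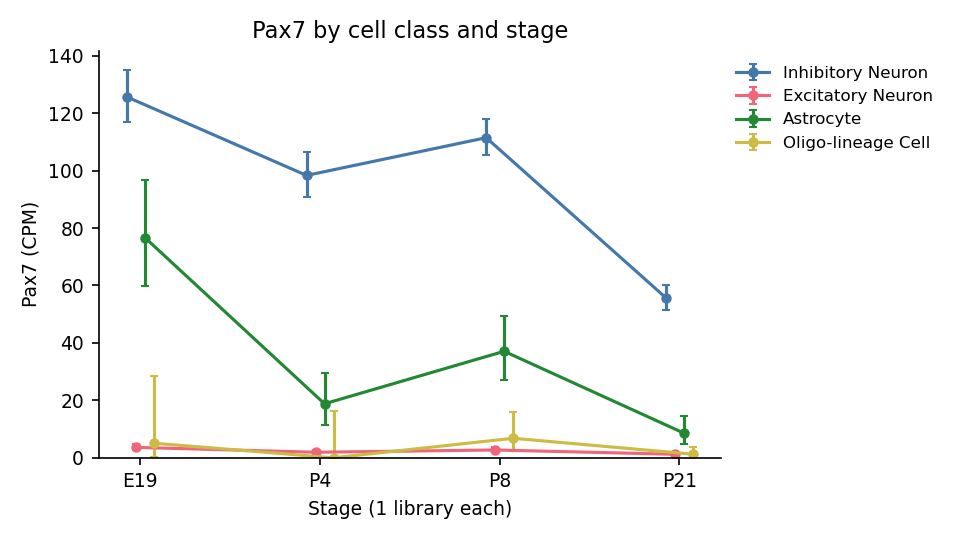
Pax7 (CPM, y axis) in 4 cell classes at each stage (x axis, 1 library each); bars are exact Poisson 95% intervals. Inhibitory neurons range from 55.7 to 126 CPM, excitatory neurons stay below 4 CPM, and astrocytes reach 76.7 CPM at E19.

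Of 35 fixed markers of collicular neuron populations, 10 were higher in inhibitory neurons in all 4 libraries, 14 were higher in excitatory neurons in all 4, and 11 had no side shared by all. The log2 ratio between the classes was 1 or more in all 4 libraries for Nxph1, Tal1, Gata3, Sox14, Otx2 and Lhx1 on the inhibitory side and for Etv1, Pou4f1, Ebf1 and Ebf3 on the excitatory side. Nxph1 stood at 2239.7 CPM in inhibitory and 301 CPM in excitatory neurons at E19, and at 1058 and 307 CPM at P21. Ebf1 stood at 887 CPM in excitatory and 181 CPM in inhibitory neurons at E19, and at 630.3 and 58.6 CPM at P21. All 24 sided genes kept their side when neurons were classed by UMIs or when each nucleus was weighted alike; with subtypes weighted alike 21 did, and Calb2, Cck and Npy lost it.

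Because tissue of several animals was pooled, sex-linked transcripts were compared between libraries. A UMI of Xist, which is transcribed from the inactive X chromosome of females, was found in 0.967% of nuclei at E19 (0.627 to 1.42), 46.0% at P4 (44.0 to 48.0), 40.7% at P8 (38.7 to 42.6) and 68.1% at P21. After thinning the shares were 0.271%, 39.0%, 33.8% and 54.8%. A UMI of any of the Y-linked genes Ddx3y, Uty, Eif2s3y and Kdm5d was found in 82.4% of nuclei at E19 (80.9 to 83.9), 61.3% at P4, 64.9% at P8 and 40.2% at P21 (38.1 to 42.2). The stages thus also differed in sex-linked transcripts. UMIs of both kinds were found in 0.812% of nuclei at E19, 12.03% at P4, 11.1% at P8 and 10.5% at P21. A nucleus of 1 animal should not hold both kinds, so doublets or free RNA may be present in these libraries. Which of them gave these shares was not tested. Restricting the comparison to neurons changed the Xist shares least at P4, to 46.1%, and most at P8 and P21, to 41.4% and 68.8%.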

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

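The test with subtypes weighted alike was chosen after the data had been seen, and the 3 genes were picked out by their values. Among the 35 fixed markers, 3 changed side between E19 and P21. The interval of the log2 ratio of inhibitory to excitatory neurons lay above 0 in 1 library and below 0 in the other. For Penk at P21 it only narrowly excluded 0. Penk went from 0.63 at E19 (0.18 to 1.07) to −0.38 at P21 (−0.73 to −0.012), Reln from −0.51 (−0.65 to −0.38) to 0.65 (0.55 to 0.75), and Meis2 from −0.95 (−1.03 to −0.86) to 0.29 (0.20 to 0.38). The intervals cover counting error only, and with 1 library per stage the difference between stages was not tested. Penk was low throughout, at 2.34 and 6.37 CPM in excitatory and inhibitory neurons at E19 and 5.41 and 3.01 CPM at P21.

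A changed mix of subtypes was weighed first, since EN1, EN2, IN1 and IN2 held a smaller share of neurons at P21 than at E19. With subtypes weighted alike, 2 of the 3 genes kept 1 side at both stages: Meis2 at −0.78 and −0.60, and Reln at −0.37 and −0.075. For these genes a change in which subtypes were sampled is a candidate explanation of the change of side. Meis2 was among the leading genes of EN2, whose share of excitatory neurons was 21.4% at E19 and 5.28% at P21. Reln was among those of IN3, whose share of inhibitory neurons was 7.50% at E19 and 17.0% at P21. Penk changed side under equal weights too, at 0.22 and −0.36. No interval was computed for the weighted values, so for Penk, at a few CPM, and for Reln, close to 0 at P21, they leave the part of the mix open. Free RNA was not tested for these genes. A change with age inside subtypes, the explanation that the design names, stays open and untested, as does a difference in dissection between the libraries.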

How the results depend on the processing

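Chosen after seeing the data were the minimum of 2000 genes, the removal of the highest doublet scores, the removal of EN7, equal weight of subtypes, and random lists matched on length; the other alternatives were planned. Each value was held against a tolerance, which was counting error for most values and a fixed margin for list medians and counts of sided markers. Of 1219 alternative values, 1039 stayed within that tolerance or on the same side, and 170 moved beyond it in the same direction. A further 5 list percentiles left and 2 entered the range taken as apart from random lists, and 3 values reversed. Of these values, 144 came from a minimum of 1000 genes, which removed 0 nuclei, and 186 from removal of the 12 nuclei that Scrublet marked; these could hardly move and say nothing about stability. Of the 889 others, 709 stayed. Among named genes, 351 of 354 values kept their direction, but a pseudocount cannot change the sign of a ratio, and median-of-ratios scaling moved no named ratio by more than 0.16, against a smallest ratio of 1.05; of the 174 values that could have reversed, 171 kept it. Except where stated, the cause of a change was not tested.

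The 3 reversals were in excitatory neurons from E19 to P4. Rnf220 was −0.15 with subtypes weighted alike and −0.67 without EN7, and Kitl was −0.035 with subtypes weighted alike. By construction EN7 was absent from both alternatives, and EN11 also from the equal weights; what else contributed was not tested.

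The highest doublet scores came from the same caller, so how many doublets their removal took out is not known. With at least 2000 genes (512 nuclei removed), median UMIs were 7119 at E19, 9423 at P4 and 12338 at P21, as removal of shallow nuclei must give, and P4 shares were 8.14% for astrocytes, 52.6% for excitatory neurons and 1.63% for the oligodendrocyte lineage. With rebuilt clusters the vascular leptomeningeal share was 4.11% at P8 and 8.004% at P21. Classing neurons by UMIs gave inhibitory shares of 47.9%, 44.2%, 62.5% and 57.7% at E19, P4, P8 and P21, and without EN7 the P4 share was 42.1%.

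The 90th percentile of the absolute log2 ratio changed in size with many settings, and the step from P8 to P21 stayed the largest in both neuron classes under all of them. For excitatory neurons from E19 to P4 it was 0.51 with nuclei weighted alike, 0.46 at a pseudocount of 20 CPM, 0.53 thinned, 0.50 with subtypes weighted alike and 0.48 without EN7. From P4 to P8 it was 0.50 with nuclei weighted alike, 0.49 and 0.44 at pseudocounts of 1 and 20 CPM, 0.50 thinned, 0.49 without the highest doublet scores, 0.35 with subtypes weighted alike and 0.40 without EN7. From P8 to P21 it was 0.80 and 0.70 at pseudocounts of 1 and 20 CPM. For inhibitory neurons from E19 to P4 it was 0.48 with nuclei weighted alike, 0.46 at 20 CPM and 0.55 with subtypes weighted alike. From P4 to P8 it was 0.41 with nuclei weighted alike, 0.37 at 20 CPM, 0.43 thinned, 0.41 without the highest doublet scores and 0.35 with subtypes weighted alike. From P8 to P21 it was 0.80 and 0.72 at 1 and 20 CPM and 0.81 thinned. At pseudocounts of 1 and 20 CPM it was 2.36 and 1.95 in astrocytes, 2.69 and 2.20 in the oligodendrocyte lineage and 1.19 and 1.03 in vascular leptomeningeal cells, and with an ambient profile of 5% subtracted it was 2.40, 2.72 and 1.21. A larger pseudocount shrinks log ratios by construction, and thinning adds counting error. Without the 100 CPM minimum the ranking went to low genes, and between 0 and 2 of the 3 named rises stayed among the largest per comparison.

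Which genes ranked first depended on the setting as well. In astrocytes, of the 2 named rises 1 stayed among the 2 largest at a pseudocount of 1 CPM, 0 at 20 CPM and 1 with an ambient profile subtracted, and of the 2 named falls 1 stayed under each of these. In the oligodendrocyte lineage 1 of the 2 rises stayed at 20 CPM, and in vascular leptomeningeal cells 1 of the 2 falls stayed at 20 CPM and 1 with an ambient profile subtracted; the other rises and falls of these 2 classes stayed. In excitatory neurons from E19 to P4, 1 of the 3 rises stayed with nuclei weighted alike and 1 after thinning. In inhibitory neurons Ttr came among the 3 largest rises from E19 to P4 and the 3 largest falls from P4 to P8 in both of these settings and with subtypes weighted alike.

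For the axon guidance list from E19 to P4, the excitatory percentile was 1.34 with subtypes weighted alike and 1.60 against lists matched on length, but 3.68 with median-of-ratios scaling, 5.28 and 7.93 at pseudocounts of 1 and 20 CPM and 7.77 with members at 20 CPM or more, and the inhibitory percentile was 2.84 with members at 20 CPM or more, 2.85 at a pseudocount of 20 CPM and 16.3 with subtypes weighted alike. From P4 to P8 the inhibitory percentile with subtypes weighted alike was 8.18, and for the synapse organiser list it was 16.1. The axon guidance percentiles from P8 to P21 were 0 in both classes under every alternative.

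With nuclei weighted alike, the Grin2a to Grin2b log2 ratio was −1.69 at E19 and −0.56 at P8. The log2 ratio of Pax7 between inhibitory and excitatory neurons was 4.19 at P4 and 3.58 at P21 after thinning, and 4.17 at P8 without the highest doublet scores.

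Few nuclei, and so few UMIs, limit some classes. Dividing, endothelial and epithelial cells and microglia had fewer than 50 nuclei in every library, and no change was ranked for them; the oligodendrocyte lineage had 47 at E19, so its changes were ranked from P4 on. The counts over all 9 classes rest in part on these few nuclei.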

Other observations

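Chosen only after the result was seen were the tests of a shift of the whole P4 library, of Ttr in nuclei with few Ttr UMIs, of free RNA behind Pax7 in astrocytes, of depth behind Xist, of EN7 behind the inhibitory share, of gene length and subtype mix behind the axon guidance list, of doublet scores in EN7, and of AC149090.1 across classes. The others were stated before their outcome was seen. Each pattern was found in the same libraries that test it, so what follows are hypotheses.

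EN7 came mostly from the P4 library, with 191 of its 226 nuclei, while 33 came from the E19 library. Doublets stay open. Of the P4 EN7 nuclei, 5.24% (2.54 to 9.42) were among the 6% of highest doublet scores, but the caller marked only 12 nuclei in all libraries, and whether it failed or doublets had been removed before was not tested, so its scores decide nothing. The median depth of these nuclei was 13916 UMIs against 11291 in other excitatory nuclei. A shift of the whole P4 library stays open as well. Rnf220, the leading gene of EN7, had a log2 ratio of −0.67 from E19 to P4 outside EN7. Leaving out EN7, however, takes out the nuclei in which it was highest. Rnf220 rose in 5 of 9 classes, but these include the excitatory neurons as a whole, EN7 among them. It fell in inhibitory neurons (−0.46), astrocytes (−0.80), dividing cells (−0.74) and, slightly, vascular leptomeningeal cells (−0.056), so this gene does not decide the question. A candidate source is adjacent thalamus taken along in the P4 dissection. The median log2 ratio of 11 thalamus genes between EN7 and other excitatory nuclei was 0.32, at percentile 99.93 of random lists. The list was written after the leading genes of EN7 had been seen, though none of those 10 leading genes is in it. Those genes were led by Rnf220, Slc18a2 (154 against 3.53 CPM in all other nuclei), Kitl, Prkch and Slc6a4 (54.7 against 0.843 CPM). The list therefore leaves them out, and whether they point to thalamus was not tested. Support within the list was uneven. Only Ntng1, Plekhg1 and Amotl1 reached a log2 ratio of 1, 9 of 11 genes were higher, 5 of the 11 stood at 20 CPM or more in the other excitatory nuclei as well, and Ntng1 is also in the axon guidance list. Of its most abundant genes, Ntng1 stood at 3506 against 1046 CPM and Rora at 1630 against 1856 CPM. A population of the colliculus itself, found at E19 and P4 and nearly absent from P8 on, remains open and untested, because 1 library per stage cannot separate it from dissection.

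Ttr, a gene highly expressed in choroid plexus, was found in 53.8% of nuclei of the P4 library and in 0.0387%, 0.479% and 1.87% at E19, P8 and P21. Free RNA puts the same number of UMIs in every droplet whatever its depth. Mean Ttr UMIs per nucleus differed by 4.16-fold between classes, which left that explanation undecided, since CPM differed by 9.11-fold. Without the 8 nuclei that held more than 20 Ttr UMIs (6 astrocytes, 1 excitatory neuron and 1 of the oligodendrocyte lineage) it was 1.83-fold, from 0.72 to 1.32 UMIs, but leaving nuclei out by their Ttr count narrows the spread of itself, so this decides nothing. The share of P4 nuclei with a Ttr UMI, which a few high nuclei hardly move, differed by 1.76-fold between classes. It was 54.1% in excitatory neurons, the deepest class at a median of 11738 UMIs. In microglia, the shallowest class at 2984 UMIs, it was 52.2% (30.6 to 73.2). Detection thus did not follow depth between these classes, as free RNA would give. This share was read after the values were seen and rests on 1 library. Free RNA, RNA of choroid plexus among it, was therefore not separated from other sources. A list of 12 choroid plexus genes without Ttr stood at 57.1 CPM in P4 neurons (53.9 to 60.4), above 47.4, 43.3 and 24.4 CPM at E19, P8 and P21, but this rested on Prlr. Without Prlr, the most abundant gene of the list at 40.6 CPM in P4 neurons, the P4 value of 16.5 CPM (14.8 to 18.3) overlapped that of P8, 14.5 CPM (13.0 to 16.1). From P4 to P21 Ttr fell in all 9 classes, with log2 ratios from −6.37 in astrocytes to −2.83 in endothelial cells. Its fall in the oligodendrocyte lineage was therefore not confined to that class. Whether the fall belongs to the P4 suspension or to a difference with age stays open, and the latter was not tested.

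Pax7 in E19 astrocytes stood at 61.0% of its level in inhibitory neurons (47.1 to 77.9). Free RNA from inhibitory neurons would bring their other transcripts along, yet Gad2 stood at 5.04%, Gad1 at 14.9% and Slc32a1 at 25.4% of their inhibitory levels. Doublets of an astrocyte and an inhibitory neuron were argued against as well: 34.7% of E19 astrocytes with a Pax7 UMI (21.7 to 49.6) also held a UMI of Gad1, Gad2 or Slc32a1, against 33.3% of those without (25.8 to 41.6). Expression in astrocytes or their precursors that falls with age may explain the pattern. It was seen in both astrocyte subtypes, at 105 CPM in fibrous and 69.3 CPM in protoplasmic astrocytes at E19. The astrocyte class was not uniform, however. A rebuilt cluster of 71 nuclei, all astrocytes in the deposited annotation, was named ependymal by the fixed markers. Whether Pax7 came from such nuclei was not tested. Its fall was uneven, with 18.8 CPM at P4 and 37.1 CPM at P8, and batch differences between libraries were not tested.

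The E19 library had almost no Xist. Lower depth could not produce this, since at equal depth the lowest share among the other libraries was 33.8%, against 0.271% at E19. The pattern is consistent with an E19 pool made almost entirely of males, and the other pools of both sexes, although the labels do not give the sexes. Sex then differs together with stage. In nuclei with a Y-linked UMI and no Xist UMI, all 36 of the 36 named changes in neurons kept their direction, and the log2 ratio differed by a median of 0.059 and by at most 0.42, for AC149090.1. Sex make-up therefore did not explain the directions. At P4 and later such nuclei are a subset chosen by detection, at least 211 per class and stage.

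The inhibitory share of neurons was higher from P8 on. Leaving out EN7 raised the P4 share to 42.1% (39.8 to 44.5), still below 55.7% at P8, and leaving out EN1, EN2, IN1 and IN2 gave 46.2% at E19 and 38.4% at P4 against 56.4% at P8 and 53.4% at P21. Neither accounted for the difference. A difference in which layers were dissected, in the survival of nuclei or in the tissue itself stays open; none was tested, and 1 library per stage cannot separate them.

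The low position of the axon guidance list from P8 to P21 was not explained by gene length or subtype mix. Its genes were long, with a median of 124 kb against 42.7 kb for 8206 genes at 20 CPM or more, but against random lists matched on length the highest percentile of both classes was 0. With subtypes weighted alike it was 0 as well. The synapse organiser list, of similar median length (105 kb), did not move at that step. Before P8 the reading differs for inhibitory neurons: with subtypes weighted alike, the lower of the percentiles for the first steps was 8.18, so the earlier fall in that class may come from the mix of subtypes.

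AC149090.1 rose from E19 to P4 in 9 of 9 classes, as a shift of the whole library would produce, and reached 808 CPM in excitatory and 966 CPM in inhibitory neurons at P21. It resembles Pisd, but reads moving from Pisd did not supply the rise. From E19 to P4 AC149090.1 gained 331 CPM in excitatory and 379.5 CPM in inhibitory neurons, while Pisd held 10.9 and 9.39 CPM at E19 and did not fall, with log2 ratios of 0.032 and 0.41. Other copies were not analysed here. A shift of the whole library and regulation shared by all cells stay open, as does a part played by sex, given the difference among nuclei with a Y-linked UMI above.

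The reference labels deposited for each nucleus did not always follow the classes. In the first reference set, 56.9% of inhibitory neurons carried the label ISC5, and 18.5% and 24.3% carried ESC1 and ESC2; of excitatory neurons 61.3% carried ESC1, 35.8% ESC2 and 2.88% ISC5. What the labels abbreviate was not given in the sources used here, and no explanation was tested.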
